# Enhancer of Zeste Homologue 2 Inhibition Attenuates TGF-β Dependent Hepatic Stellate Cell Activation and Liver Fibrosis

**DOI:** 10.1016/j.jcmgh.2018.09.005

**Published:** 2018-09-15

**Authors:** Rosa Martin-Mateos, Thiago M. De Assuncao, Juan Pablo Arab, Nidhi Jalan-Sakrikar, Usman Yaqoob, Thomas Greuter, Vikas K. Verma, Angela J. Mathison, Sheng Cao, Gwen Lomberk, Philippe Mathurin, Raul Urrutia, Robert C. Huebert, Vijay H. Shah

**Keywords:** EZH2, Liver Fibrosis, Epigenetics, Histone Modifications, BDL, bile duct ligation, CCL_4_, carbon tetrachloride, ChIP, chromatin immunoprecipitation, CTGF, connective tissue growth factor, DKK1, Dickkopf-1, ECM, extracellular matrix, EZH2, enhancer of zeste homologue 2, FBS, fetal bovine serum, FDR, false discovery rate, H3K27me3, trimethylation of histone 3 at lysine 27, HCC, hepatocellular carcinoma, HMT, histone methyltransferase, HSC, hepatic stellate cell, IP, intraperitoneally, IPA, Ingenuity Pathway Analysis, logFC, logarithmic fold change, mRNA, messenger RNA, PCR, polymerase chain reaction, PDGF, platelet-derived growth factor, siRNA, small interfering RNA, α-SMA, α-smooth muscle actin, TGF-β, transforming growth factor β, VEGFA, vascular endothelial growth factor A, WT, wild type

## Abstract

**Background & Aims:**

Transdifferentiation of hepatic stellate cells (HSCs) into myofibroblasts is a key event in the pathogenesis of liver fibrosis. Transforming growth factor β (TGF-β) and platelet-derived growth factor (PDGF) are canonical HSC activators after liver injury. The aim of this study was to analyze the epigenetic modulators that differentially control TGF-β and PDGF signaling pathways.

**Methods:**

We performed a transcriptomic comparison of HSCs treated with TGF-β or PDGF-BB using RNA sequencing. Among the targets that distinguish these 2 pathways, we focused on the histone methyltransferase class of epigenetic modulators.

**Results:**

Enhancer of zeste homolog 2 (EZH2) was expressed differentially, showing significant up-regulation in HSCs activated with TGF-β but not with PDGF-BB. Indeed, EZH2 inhibition using either a pharmacologic (GSK-503) or a genetic (small interfering RNA) approach caused a significant attenuation of TGF-β–induced fibronectin, collagen 1α1, and α-smooth muscle actin, both at messenger RNA and protein levels. Conversely, adenoviral overexpression of EZH2 in HSCs resulted in a significant stimulation of fibronectin protein and messenger RNA levels in TGF-β–treated cells. Finally, we conducted in vivo experiments with mice chronically treated with carbon tetrachloride or bile duct ligation. Administration of GSK-503 to mice receiving either carbon tetrachloride or bile duct ligation led to attenuated fibrosis as assessed by Trichrome and Sirius red stains, hydroxyproline, and α-smooth muscle actin/collagen protein assays.

**Conclusions:**

TGF-β and PDGF share redundant and distinct transcriptomic targets, with the former predominating in HSC activation. The EZH2 histone methyltransferase is preferentially involved in the TGF-β as opposed to the PDGF signaling pathway. Inhibition of EZH2 attenuates fibrogenic gene transcription in TGF-β–treated HSCs and reduces liver fibrosis in vivo. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE119606 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119606)

See editorial on page 237.

**Summary**

The histone methyltransferase enhancer of zeste homologue 2 promotes transforming growth factor–β–dependent hepatic stellate cell activation. Consistent with this function, enhancer of zeste homologue 2 inhibition attenuates stellate cell activation and fibrosis induced by carbon tetrachloride or bile duct ligation.

Cirrhosis, as the last stage of chronic liver diseases, is characterized by the accumulation of extracellular matrix (ECM), chronic inflammation, and fibrosis.^1^ Hepatic stellate cells (HSCs) constitute the primary source of ECM once they transdifferentiate into myofibroblasts.^2^ Transforming growth factor β (TGF-β) and platelet-derived growth factor (PDGF) are key growth factor ligands that drive the transdifferentiation process.^3^ TGF-β binding to the type I receptor induces phosphorylation of downstream SMAD proteins, which ultimately promotes transcription of matrix components.^4^ PDGF, on the other hand, is one of the best-known mitogens for HSCs.^5^ A better understanding of the redundant and distinct pathways that control TGF-β and PDGF-dependent HSC activation may lead to more refined approaches for potential therapeutic benefit.

Epigenetics defines the reversible and inheritable changes in gene expression that do not alter the underlying DNA sequence.^6^ Epigenetic modifications act coordinately to configure cell type and context-specific gene transcription programs. DNA methylation, noncoding RNAs, and histone modifications encompass mechanisms of epigenetic regulations. With regard to the latter, histone modifications such as methylation, acetylation, ubiquitination, or phosphorylation lead to reversible changes in chromatin structure and consequently to transcriptional gene activation or repression.^7^ Enhancer of zeste homologue 2 (EZH2) is a histone methyltransferase responsible for the trimethylation of histone 3 at lysine 27 (H3K27me3). This epigenetic mark promotes chromatin compaction and silencing of gene transcription.^8^ EZH2 mediates transcriptional repression of several tumor-suppressor genes,^9^, ^10^ promoting proliferation and metastasis. Some evidence also suggests that EZH2 may promote fibrosis,^11^, ^12^, ^13^ but its specific role in the TGF-β signaling pathway during HSC transdifferentiation has not been addressed.

In this study, we first sought to characterize the epigenetic mechanisms involved in TGF-β– vs PDGF-specific signaling pathways during HSC activation. For an unbiased approach, we first performed RNA sequencing to compare gene expression profiles in primary human HSCs treated with either TGF-β or PDGF. We found that among histone methyltransferases (HMTs), EZH2 expression increased in HSCs treated with TGF-β but not with PDGF, which led us to hypothesize that EZH2 is specifically involved in TGF-β dependent profibrotic pathways. To further explore the role of EZH2 in fibrogenesis, we tested the effect of either genetic (small interfering RNA [siRNA]) or pharmacologic (GSK-503) EZH2 inhibition. Our results show that EZH2 inhibition attenuates fibrogenic gene transcription and protein expression in TGF-β–activated HSCs. Conversely, EZH2 adenoviral overexpression promoted production of matrix proteins. In vivo, we found that EZH2 inhibition attenuates liver fibrosis in the carbon tetrachloride (CCL_4_) and bile duct ligation (BDL) murine models. This work provides further understanding of the complex network of epigenetic changes that occur during liver fibrogenesis and shows the profibrotic role of EZH2 in HSCs in vitro and in vivo. Our findings suggest that targeting epigenetic modulators involved in HSC activation such as EZH2 could be useful for future liver fibrosis therapies.

## Results

### TGF-β Shares Overlapping Targets With PDGF but Has a More Dominant Role in HSC Activation

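Primary human hepatic stellate cells (HSCs), the liver cells that become matrix-producing myofibroblasts when activated, were starved of serum overnight, treated for 2 h with vehicle, TGF-β or PDGF-BB, and sequenced as 9 libraries, 3 per group. TGF-β was given at 10 ng/mL. For PDGF-BB the paper gives 10 ng/mL and the sample labels give 20 ng/mL. The deposited values are the counts of paired-end reads that the authors assigned to each of 57773 genes after alignment to hg19 with TopHat, without normalization. Whether the counting used the strand of the reads is not stated. The total count per library was between 46077552 and 62936992 in the vehicle group (median 59400253), between 49631408 and 55531412 with TGF-β (median 54673207) and between 47147798 and 57982003 with PDGF-BB (median 48292672). The counts were analyzed here with edgeR. Genes with too few counts were removed with filterByExpr, which left 20550 genes, and libraries were scaled with TMM factors between 0.975 and 1.02. All 9 libraries entered a single model, so that the 3 groups shared an estimate of the spread, and p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as changed when its adjusted p was under 0.05 and its log2 fold change was beyond 1.5 in either direction, which are the paper's thresholds read on the log2 scale. Pearson's r across genes of log2 CPM, counts scaled by library size, was between 0.992 and 0.994 for libraries of the same group and between 0.973 and 0.980 for libraries of different groups, and the biological coefficient of variation was 0.0570. The minimum count asked of a gene is the choice that moved the numbers of changed genes most among the filters and scalings set before the data were examined.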

To compare TGF-β and PDGF signaling pathways using an unbiased approach, we performed RNA sequencing in primary human HSCs treated with TGF-β or PDGF-BB for 2 hours after overnight serum starvation. A whole-genome expression heat map comparing basal vs TGF-β and PDGF-BB stimulation gene expression showed that these dominant HSC regulatory growth factors overlap in terms of the activation and repression of multiple targets (Figure 1*A*). 

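Of the 20550 genes tested at 2 h, 7041 differed from vehicle with TGF-β (3916 higher and 3125 lower) and 7873 with PDGF-BB (4305 higher and 3568 lower) at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both treatments changed 4688 genes at that level, and 87.2% of these moved in the same direction. The vehicle libraries shared by both comparisons may raise this share, and no value for unchanged groups was simulated for it. Across all genes tested, Pearson's r between the log2 fold changes of the 2 treatments was 0.570. Genes are not independent replicates, so no p-value is given. Both comparisons use the same 3 vehicle libraries, which alone raises this value. In 40 simulations of unchanged groups compared with shared vehicle libraries, r was between 0.441 and 0.538 (median 0.490), and 65.6% to 67.2% of genes had the same sign, against 71.5% in the data. Without a filter on low counts, r was 0.506.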

The analysis of the top 10 activated canonical pathways using Ingenuity Pathway Analysis (IPA, Qiagen Inc, Hilden, Germany) software also showed substantial overlapping roles (Figure 1*B*). A Venn diagram confirmed that both concur on the significant regulation of 112 specific genes (Table 1) implicated in a wide range of biological activities (gene selection criteria: log fold change >1.5 and false discovery rate [FDR] < 0.05) (Figure 1*C*). However, the hepatic fibrosis/HSC activation pathway was highly significant for the TGF-β data set (-log[*P* value], 5.6), whereas treatment with PDGF-BB was not as dominant as TGF-β for this domain (-log[*P* value], 2.686) (Figure 1*D*). 

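Past both thresholds, 243 genes were shared by TGF-β and PDGF-BB, of which 197 rose with both, 38 fell with both and 8 moved in opposite directions. Another 466 genes were past the thresholds with TGF-β and not PDGF-BB, and 291 with PDGF-BB and not TGF-β. Of the genes past both thresholds with TGF-β, 62.2% changed in the same direction with PDGF-BB at an adjusted p under 0.05 alone. The 243 shared genes made up 34.3% of the genes changed by TGF-β and 45.5% of those changed by PDGF-BB. Simulated unchanged groups that shared the vehicle libraries had at most 1 gene in common. Almost no gene was past the thresholds in these simulations at all. They cannot show how far the shared libraries add to the overlap among genes with real changes. Of the 112 genes in Table 1, 108 were found by their symbol, and all 108 were past both thresholds with both treatments. Of these, 106 moved in the same direction, whereas EPHB3 rose by 1.70 on the log2 scale with TGF-β and fell by 1.64 with PDGF-BB, and BMF rose by 1.66 and fell by 3.09. The other 135 shared genes were mostly expressed at a low level, with a median of -1.15 on the log2 CPM scale against 3.38 for the genes of Table 1. When at least 10 counts were required in every library, the number of shared genes was 122.

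**Figure D1:**
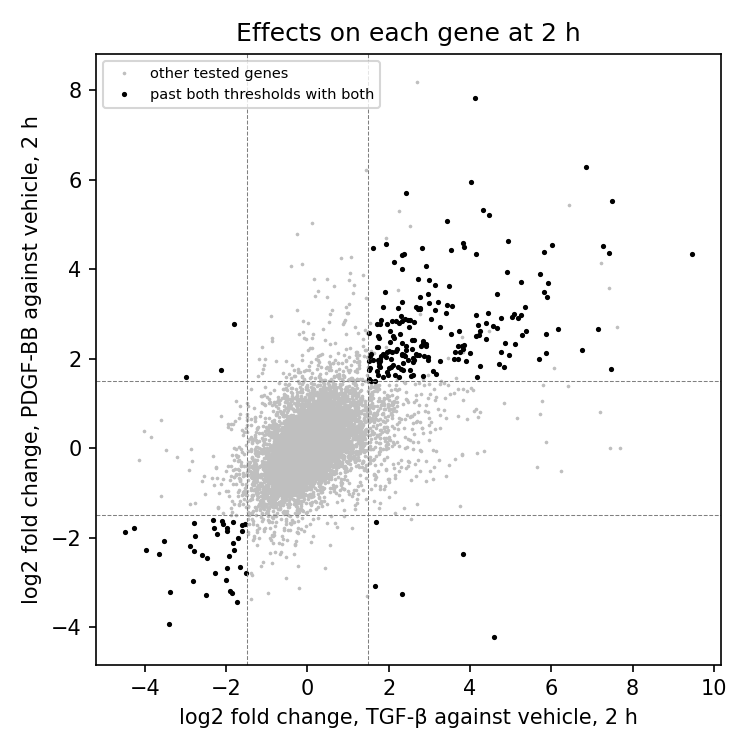
Log2 fold change with TGF-β (x axis) and with PDGF-BB (y axis) against vehicle at 2 h for each of the 20550 genes tested. Black points are the 243 genes past both thresholds with both treatments, and dashed lines mark log2 fold changes of -1.5 and 1.5.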

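The gene set behind the pathway of Figure 1D was not used here. In its place stands a list of 100 fibrosis and HSC activation genes that was written before the data were examined, of which 85 were expressed enough to be tested. With TGF-β, 16 of the 85 were past both thresholds (14 higher and 2 lower), against 709 of all 20550 genes tested (Fisher's exact test, one-sided, p = 2.92e-08). With PDGF-BB, 9 of the 85 were past both, all higher, against 534 of all genes (p = 0.00036 from the same exact test). At a log2 fold change beyond 1 the treatments were closer. There TGF-β had 18 members and PDGF-BB 16 (p = 7.28e-06 and p = 2.01e-05 from the same exact test). At an adjusted p under 0.05 alone, TGF-β changed 51 members and PDGF-BB 52, or 54 and 56 when adjusted over the list alone. Compared directly, 8 members were past the thresholds between TGF-β and PDGF-BB, 6 of them higher with TGF-β (Fisher's exact test, one-sided, p = 0.00334). In camera with a preset correlation the list was shifted upward with TGF-β (p = 1.31e-06) and with PDGF-BB (p = 0.000574). Both calls held with an estimated correlation (p = 0.00914 and p = 0.0339) and in fry (p = 5.63e-07 and p = 5.80e-06).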

Interestingly, HSC stimulation with both TGF-β and PDGF-BB showed increased cell migration activity (TGF-β -log[*P* value], 10.670; and PDGF-BB -log[*P* value], 15.185) (Figure 1*E*). In addition, TGF-β treatment led to a significant increase in other fibrogenic growth factors such as PDGFA (2.949 logarithmic fold change [logFC]), PDGFB (3.806 logFC), vascular endothelial growth factor (VEGFA) (1.1836 logFC), connective tissue growth factor (CTGF) (1.163 logFC), or fibroblast growth factor 2 (2.0640 logFC). On the other hand, PDGF had little effect on TGF-β (TGF-β1, 0.398 logFC; TGF-β2, -0.503 logFC) or VEGFA expression (1.061 logFC), and also led to a decrease in CTGF (-1.271 logFC) (Figure 1*F*). All of these observations support the key role of TGF-β in HSC activation, which may predominate over PDGF effects despite sharing multiple target genes based on RNA sequencing.

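For cell migration, a list of 97 genes written before the data were examined was used, of which 95 were tested. TGF-β moved 24 of the 95 past both thresholds (22 higher and 2 lower; Fisher's exact test, one-sided, p = 1.07e-14), and PDGF-BB moved 22 (20 higher and 2 lower; p = 3.06e-15 from the same exact test). At an adjusted p under 0.05 from edgeR, 71 members changed with TGF-β and 75 with PDGF-BB, or 73 and 77 when adjusted over the list alone. The median log2 fold change of the members was 0.22 with TGF-β and 0.26 with PDGF-BB. In the direct comparison of the treatments, 6 members were past the thresholds, 3 in each direction (p = 0.0592 from the same exact test), while 62 differed at an adjusted p under 0.05 alone (30 higher and 32 lower with TGF-β), or 66 when adjusted over the list alone.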

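PDGFA (chromosome 7, 536895 to 559933 on GRCh37) had 64.2 ± 3.97 CPM (SD, n = 3) after 2 h of TGF-β and 8.25 ± 0.576 CPM (SD, n = 3) with vehicle, a log2 fold change of 2.96 (SE 0.0685, adjusted p = 7.52e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PDGFB (chromosome 22, 39619364 to 39640756) rose from 0.537 ± 0.206 CPM with vehicle, where its counts were between 24 and 36, to 7.34 ± 0.259 CPM with TGF-β, a log2 fold change of 3.82 (SE 0.15, adjusted p = 5.75e-15). For VEGFA (chromosome 6, 43737921 to 43754224) the log2 fold change was 1.85 (SE 0.10, adjusted p = 1.02e-07), from 76.4 ± 2.05 CPM to 275 ± 44.5 CPM. CTGF (chromosome 6, 132269316 to 132272513) changed by 1.18 (SE 0.0415, adjusted p = 7.33e-16) and FGF2 (chromosome 4, 123747863 to 123819391) by 2.08 (SE 0.10, adjusted p = 5.44e-08). The exons of CTGF and FGF2 share 11.9% and 13.0% of their sequence with other genes, whose reads the counting could have added or removed. Among the other growth factors of Figure 1F, TGFB1 rose by 0.95 with TGF-β.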

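After PDGF-BB, TGFB1 (chromosome 19, 41807492 to 41859816 on GRCh37) had 184 ± 3.61 CPM (SD, n = 3) against 139 ± 8.68 CPM with vehicle, a log2 fold change of 0.40 (SE 0.0507, adjusted p = 1.08e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); 6.59% of its exon sequence is shared with another gene. TGFB2 (chromosome 1, 218519577 to 218617961) fell from 26.8 ± 1.82 CPM to 19.0 ± 1.62 CPM, a log2 fold change of -0.50 (SE 0.0708, adjusted p = 6.40e-06); 34.2% of its exon sequence is shared with other genes. VEGFA changed by 1.07 (SE 0.0993, adjusted p = 9.23e-06), and TGF-β raised it by a further 0.78 in the direct comparison (SE 0.0972, adjusted p = 0.000109). CTGF fell to 227 ± 2.19 CPM from 544 ± 10.9 CPM, a log2 fold change of -1.26 (SE 0.0419, adjusted p = 7.56e-16). PDGF-BB also raised PDGFA by 2.04 and PDGFB by 4.59 on the log2 scale. PDGFB was higher with PDGF-BB than with TGF-β (log2 fold change -0.77 for TGF-β against PDGF-BB, SE 0.10, adjusted p = 2.15e-06).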

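Compared directly at 2 h, TGF-β and PDGF-BB differed at 599 genes past both thresholds, of which 353 were higher with TGF-β and 246 higher with PDGF-BB. At an adjusted p under 0.05 alone from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6190 genes differed. A list of 30 TGF-β target genes had a median log2 fold change of 1.59 with TGF-β and 0.26 with PDGF-BB over the 29 members tested, and 26 of them were higher with TGF-β in the direct comparison. A list of 40 immediate early genes of the growth factor response went the other way, with medians of 0.89 and 1.50 over 39 members, 22 of them higher with PDGF-BB and 9 higher with TGF-β. From the stronger enrichment of the fibrosis pathway with TGF-β, the growth factors that TGF-β raised, the small effect of PDGF on TGF-β and VEGFA and its lowering of CTGF, the paper reasons that TGF-β has a key role in HSC activation, and proposes that it may predominate over PDGF even though many target genes are shared.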

**Figure 1:**
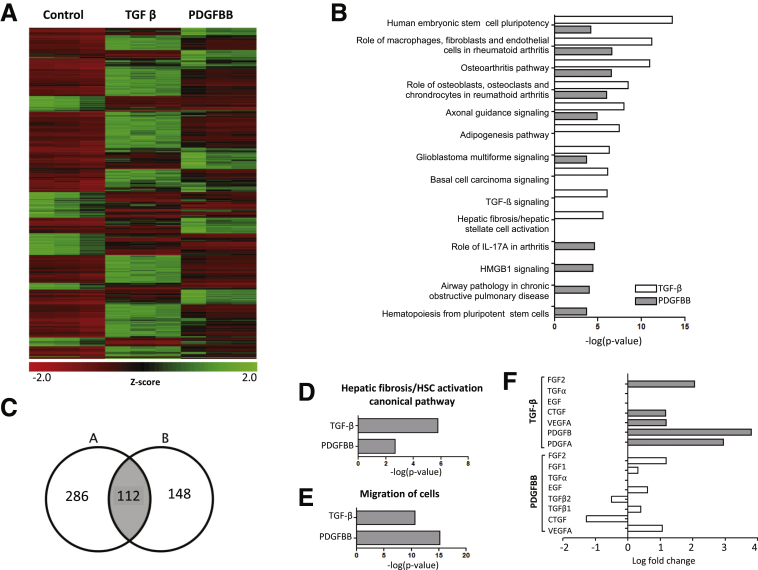
**TGF-β shares overlapping targets with PDGF but has a predominant role in early HSC activation.** Primary human HSCs were treated with either TGF-β or PDGF-BB for 2 hours. RNA sequencing was performed. (*A*) Whole-genome expression heat map presenting basal gene expression and changes after TGF-β and PDGF-BB stimulation showed overlapping regulation of multiple genes. (*B*) IPA showed overlapping roles regarding the top 10 canonical pathways activated after TGF-β and PDGF-BB treatment. (*C*) By using FDR of 0.05 and logFC >1.5 as selection criteria, a Venn diagram showed that TGF-β and PDGF concurred in the regulation of 112 different genes implicated in a wide range of biological functions. (*D*) Hepatic fibrosis and the HSC activation pathway was more relevant for the TGF-β data set (5.8 –log[*P* value]). (*E*) Cell migration activity was increased significantly either with TGF-β (-log[*P* value], 10.670) or PDGF-BB (15.185 -log[*P* value]). (*F*) Comparison analysis of different growth factors showed that TGF-β stimulation induces up-regulation of PDGFA (logFC, 2.949), PDGFB (logFC, 3.806), VGFA (logFC, 1.1836), CTGF (logFC, 1.163), and fibroblast growth factor 2 (FGF2) (logFC, 2.0640). Results from 3 independent experiments each performed in triplicate are shown. EGF, epidermal growth factor; IL, interleukin.

**Table 1:** Alphabetical List of Genes Regulated by Both TGF-β and PDGF-BB

*ADM*	*DKK1*	*HES4*	*NFATC2*	*RAP1GAP2*
*AMOTL2*	*E2F7*	*HEYL*	*NIPAL4*	*RASD1*
*ANGPTL4*	*EFR3B*	*HOXB-AS2*	*NKX3-1*	*RHBDL3*
*ANKRD33B*	*EGR3*	*IFIT2*	*NPTX1*	*RHOB*
*ARAP2*	*ELFN1*	*IFNE*	*NR4A1*	*RPL39P5*
*AXIN2*	*ENC1*	*IL6*	*NR4A3*	*RRAD*
*BBC3*	*EPHB3*	*IL11*	*OLFM2*	*RUNX1T1*
*BMF*	*ESM1*	*INHBA*	*PCDH1*	*SCG2*
*BMP2*	*FAM131B*	*KCNG1*	*PDGFA*	*SEMA7A*
*BMP4*	*FAM196A*	*KCNN4*	*PDGFB*	*SPDL1*
*C3orf52*	*FAM196B*	*KIAA1644*	*PGBD5*	*SPHK1*
*C8orf4*	*FBXO32*	*KIT*	*PITPNM3*	*SPRY2*
*CACNA1G*	*FGF18*	*KREMEN2*	*PKP1*	*STC1*
*CARMIL2*	*FGFR3*	*LIF*	*PLAUR*	*TAGLN3*
*CCNG2*	*FOSB*	*LOC401472*	*PLCH2*	*TCF7*
*CEBPD*	*GAL*	*LOC541472*	*PLEKHF1*	*TFPI2*
*CECR6*	*GAS1*	*LOC105376292*	*PNP*	*TNFAIP8L3*
*CLDN4*	*GCSAM*	*LRRC8C*	*PNRC1*	*TRAF1*
*CNKSR3*	*GEM*	*LURAP1L*	*PODXL*	*WNT7B*
*CREBRF*	*GFPT2*	*MGC20647*	*PTCH1*	*ZNF365*
*CTTNBP2*	*GPR3*	*MIR17HG*	*PTGS2*	
*CXCL8*	*GREM2*	*MMP1*	*PTHLH*	
*DDIT4*	*HBEGF*	*NFATC1*	*PTPRE*	

NOTE. LogFC > 1.5 and FDR < 0.05.

FGF, fibroblast growth factor.

### EZH2 Is Up-Regulated in HSCs Treated With TGF-β but Not With PDGF-BB

Given our interest in epigenetic mediators and, specifically, histone modifications, we examined differences in this domain. 

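EZH2, which encodes the histone H3 lysine 27 methyltransferase of polycomb repressive complex 2 (PRC2), lies on chromosome 7 of GRCh37 from 148504475 to 148581413 on the minus strand, with 20 exons in its canonical transcript and no exon sequence shared with another gene. Its counts at 2 h were between 317 and 380 with vehicle, between 467 and 510 with TGF-β and between 215 and 272 with PDGF-BB. Normalized, these are 6.20 ± 0.495 CPM (SD, n = 3), 9.50 ± 0.115 CPM and 4.75 ± 0.279 CPM. Against vehicle, EZH2 rose with TGF-β by 0.62 on the log2 scale, a ratio of 1.54 (SE 0.0877, adjusted p = 5.95e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and fell with PDGF-BB by 0.38, a ratio of 0.769 (SE 0.0933, adjusted p = 0.00248). The libraries of the 3 groups did not overlap. A list of 40 histone lysine methyltransferases (HMTs) was written before the data were examined, and 37 of them were tested. TGF-β changed 23 of the 37 at an adjusted p under 0.05 (10 higher and 13 lower), and PDGF-BB changed 22 (6 higher and 16 lower), or 23 and 23 when adjusted over the list alone. All 13 HMTs of Figure 2A changed at that level with both treatments, EZH1 by -0.54 with TGF-β and by -1.02 with PDGF-BB. With TGF-β, however, SETD2 lost this call in 5 of the alternative fits, SETDB1 in 4 and SETD1A in 2 (highest adjusted p of 0.108, 0.132 and 0.0539), and SETD1A lost it in 1 with PDGF-BB (adjusted p = 0.0662). Of these 13, 4 rose with TGF-β and 2 rose with PDGF-BB.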

We found that, in particular, HMT EZH2 was expressed differentially after TGF-β and PDGF-BB treatment, with a significant increase in expression after treatment with TGF-β (fold change, 1.52; *P* = 8.25E-11; FDR, 6.95E-10), but not with PDGF (fold change, -0.77, *P* = 2.76E-04; FDR, 9.90E-4) (Figure 2*A*). By using the following as selection criteria: log fold change, ≥1.5; *P* < .05, and FDR < 0.05, IPA identified EZH2 as an upstream regulator (activation z-score, 1.444) (Figure 2*B*), which supports that EZH2 is a mediator in TGF-β–driven HSC activation. These findings were replicated at the messenger RNA (mRNA) level (Figure 2*C*). 

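In the counts analyzed here, 709 genes were past both thresholds with TGF-β at 2 h, of which 565 rose and 144 fell. They need not be the genes that entered the paper's selection, and the target sets of the upstream regulators were not used here. Among genes with a mean of at least 2 on the log2 CPM scale whose TGF-β libraries all lay beyond all vehicle libraries, PTGS2 rose most, by 7.49 on the log2 scale, followed by COMP, ESM1, EGR2 and EFR3B. ADM fell most, by 4.26, followed by SOCS1, CASS4, CITED2 and TXNIP. Of 12 PRC2 genes tested, 4 rose and 2 fell with TGF-β at an adjusted p under 0.05 from edgeR, EZH2 being among those that rose, and none was past the fold change threshold.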

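RNA from primary human HSCs treated with vehicle or with 10 ng/mL TGF-β for 48 h was sequenced as 6 libraries, 3 per group, and the authors deposited the counts of reads on each of 64253 genes, without normalization. The gene coordinates of this table are those of GRCh38, whereas the methods name hg19 and the 2 h table follows it, so that the time points were tested apart and compared through the genes found in both tables. The total count was between 38380963 and 53750238 per vehicle library (median 49290266) and between 40219026 and 56012568 per TGF-β library (median 42876884). FN1 alone took 0.921% ± 0.155 (SD, n = 3) of the counts with vehicle and 5.60% ± 0.311 with TGF-β, and the 10 most counted genes took 8.79% and 16.2%. TMM factors were between 1.08 and 1.14 for vehicle and between 0.89 and 0.931 for TGF-β. The 19713 genes that passed filterByExpr were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Libraries of the same group had an r between 0.990 and 0.993 and libraries of different groups between 0.945 and 0.952, with a biological coefficient of variation of 0.0929. Whether the effect of TGF-β differed between 48 h and 2 h was tested as an interaction over 12 libraries. Each time point has its own vehicle libraries, but time and experiment are confounded.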

Next, to evaluate temporal kinetics of TGF-β induction of EZH2 and its other transcriptional targets, we repeated RNA sequencing of primary human HSCs treated with TGF-β for 48 hours. Comparison analysis between the TGF-β effect at 2 vs 48 hours in HSCs showed greater activation of the hepatic fibrosis/HSC activation pathway (Figure 2*D*), which correlated with up-regulation of key myofibroblastic and fibrogenic genes such as α-smooth muscle actin (α-SMA) (logFC, 2.785; *P* = 1.25E-161), fibronectin 1 (logFC, 2.860; *P* = 5.95E-111), or collagen 1α1 (logFC, 1.002; *P* = 2,04E-19) at 48 hours (Figure 2*E*). 

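After 48 h of TGF-β, 8915 genes differed from vehicle at an adjusted p under 0.05 (4499 higher and 4416 lower), and 1620 were past both thresholds, 668 higher and 952 lower. ACTA2, which encodes α-SMA (chromosome 10, 88935074 to 88991390 on GRCh38), rose from 420 ± 48.8 CPM (SD, n = 3) to 2923 ± 46.7 CPM, a log2 fold change of 2.80 (SE 0.0944, adjusted p = 1.17e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); 36.2% of its exon sequence is shared with other genes. FN1 (chromosome 2, 215360440 to 215436172) rose by 2.87 (SE 0.13, adjusted p = 7.06e-11) and COL1A1 (chromosome 17, 50183289 to 50201632) by 1.02 (SE 0.11, adjusted p = 1.18e-06). At 2 h none of the 3 had changed, with log2 fold changes of 0.03, 0.04 and -0.02, and the interaction of time and TGF-β was past an adjusted p of 0.05 for ACTA2 (2.77), FN1 (2.83) and COL1A1 (1.03). Over the fibrosis list the interaction went mostly the other way. It was past both thresholds for 28 of 85 members, 8 higher and 20 lower, with a median of -0.38. Of all 1448 genes past both thresholds in the interaction, 452 were higher and 996 lower, so that this tilt is not particular to the list. The median over all genes tested was -0.03. At 48 h itself, 28 of 81 members tested were past both thresholds, 15 higher and 13 lower (Fisher's exact test, one-sided, p = 1.99e-11). The list's members moved both ways, 34 higher and 34 lower at an adjusted p under 0.05 (70 changed when adjusted over the list alone), and camera with a preset correlation found no shift in a common direction (p = 0.969), whereas fry's test for changes in either direction gave p = 7.43e-08.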

The results also showed a sustained up-regulation of EZH2 at this time point as well (fold change, 1.6; *P* = 3.89E-09; FDR, 7.86E-08) (Figure 2*F*). 

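At 48 h EZH2 (148807383 to 148884321 on chromosome 7 of GRCh38) had 14.9 ± 0.953 CPM (SD, n = 3) with TGF-β and 9.32 ± 0.704 CPM with vehicle, from counts of 501 to 773 and 426 to 560. The log2 fold change was 0.68 (SE 0.10), a ratio of 1.60 (adjusted p = 3.82e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The effect did not differ detectably from that at 2 h, with an interaction of 0.06 on the log2 scale (SE 0.13, adjusted p = 0.759). Scaled by library size alone, the log2 fold change at 48 h was 0.41, still with an adjusted p of 0.00498, and the interaction turned to -0.16 (adjusted p = 0.371).

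**Figure D2:**
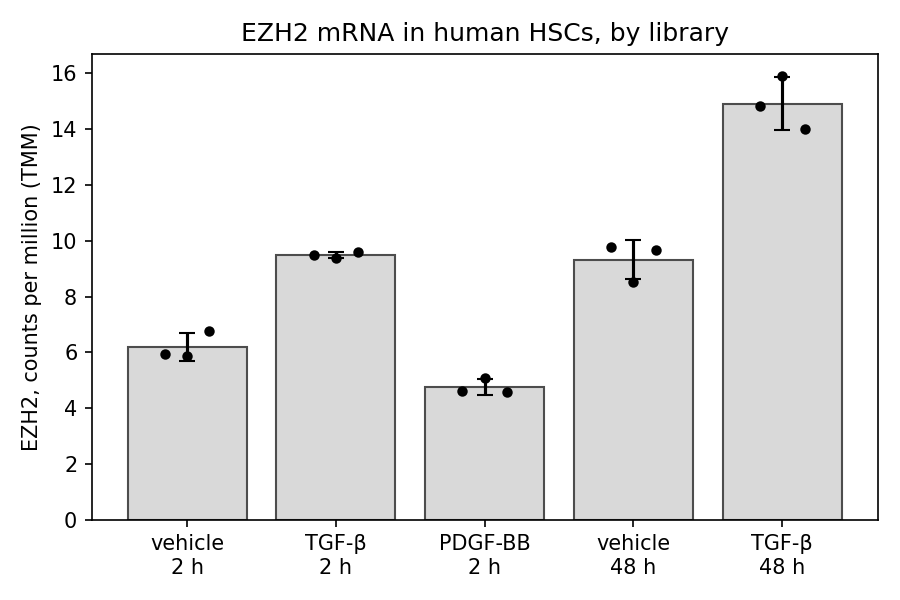
EZH2 in CPM after TMM scaling (y axis, from 0) in each group of HSC libraries at 2 h and 48 h. Bars are means, error bars the SD and points the 3 libraries of a group, and every TGF-β library lies above every vehicle library of its time point.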

The changes in EZH2 expression with TGF-β and PDGF at 48 hours were confirmed at the mRNA and protein levels (Figure 2*G–I*). Finally, to translate these findings into a clinical context, we analyzed liver tissue from healthy controls (n = 5) and explants from patients with alcoholic hepatitis undergoing early liver transplantation (n = 7).^14^ mRNA sequencing and chromatin immunoprecipitation (ChIP) sequencing for H3K27me3 was performed and the epigenetic and transcriptional profiles were analyzed. The RNA sequencing analysis using IPA identified EZH2 as a highly significant upstream regulator in patients with alcoholic hepatitis (activation z-score, 2.453; *P* value of overlap = 3.92 E-10). Up-regulated genes consistent with activation of EZH2 are shown in Figure 2*J*. ChIP sequencing confirmed a gain in H3K27me3 at the promoter region of peroxisome proliferator-activated receptor γ and Dickkopf-1 (DKK1) in patients with alcoholic hepatitis as compared with healthy controls. These genes have been described previously as negative regulators of liver fibrosis (Figure 2*K*). Together, these data highlight important distinctions of TGF-β and PDGF RNA epigenetic targets including TGF-β selectivity for induction of EZH2 expression and its role in liver fibrosis.

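In the RNA sequencing of HSCs, the direct comparison of TGF-β with PDGF-BB at 2 h gave a log2 fold change of 1.00 for EZH2 (SE 0.0909, adjusted p = 8.80e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 37 HMTs tested, 16 differed between the treatments at an adjusted p under 0.05, 12 of them higher with TGF-β, and 22 differed when adjusted over the list alone. Among the 13 HMTs of Figure 2A, 6 differed, all higher with TGF-β. Of these 13, EZH2 differed most, followed by SETD2 at 0.50 (SE 0.0525) and EZH1 at 0.48 (SE 0.0710). Outside Figure 2A, DOT1L at -1.33 and KMT5C at 1.11 differed by more than EZH2. PDGF-BB was sequenced at 2 h only. The paper names both PPARG and DKK1 as negative regulators of fibrosis, with a gain of H3K27me3 at their promoters in the patients. PPARG fell by 4.86 after 48 h of TGF-β (SE 0.16, adjusted p = 7.45e-13), whereas DKK1 rose by 1.05 (SE 0.11, adjusted p = 1.25e-06). At 2 h DKK1 rose by 2.61 with TGF-β and by 2.41 with PDGF-BB, while PPARG changed by -0.43 and 1.11. DKK1 RNA thus rose rather than fell in these cells. Of the exon sequence of DKK1, 10.2% is shared with another gene. From EZH2 rising with TGF-β and not with PDGF in the sequencing, followed up by PCR and protein measurements of both treatments, the paper concludes that the induction of EZH2 is selective for TGF-β, and its patient data bear on the role of EZH2 in liver fibrosis.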

**Figure 2:**
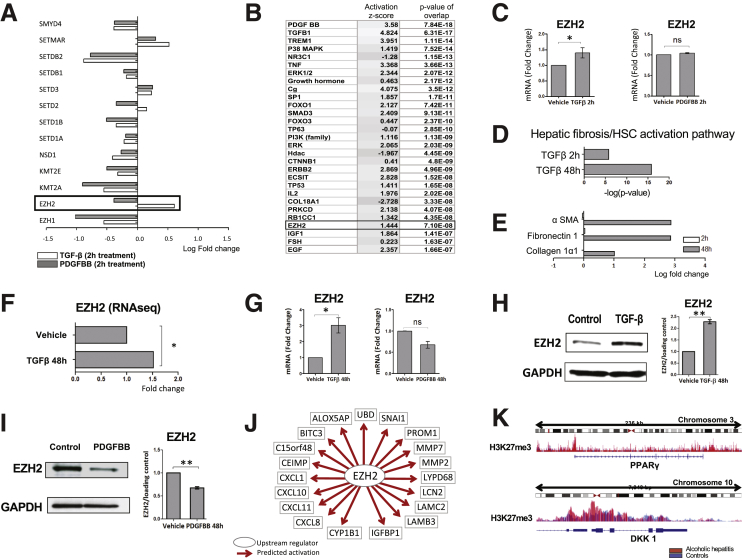
**EZH2 is up-regulated in HSCs treated with TGF-β but not with PDGF-BB.** (*A*) Differential expression analysis of HMTs in the RNA sequencing showed that EZH2 is up-regulated significantly after TGF-β but not PDGF-BB treatment (only HMTs with *P* < .05 and FDR < 0.05 are shown). (*B*) IPA identified EZH2 as an upstream regulator in HSCs treated with TGF-β (activation z-score, 1.444) (*C*) Quantitative PCR analysis confirmed that EZH2 is up-regulated after stimulation with TGF-β (∗*P* = .0286), although there were no differences with PDGF-BB (NS: *P* = .1) at 2 hours. (*D*) RNA sequencing of HSCs treated with TGF-β for 48 hours confirmed an increasing profibrotic effect by means of higher activation of the hepatic fibrosis canonical pathway and (*E*) increased significant expression of profibrotic genes: α-SMA (logFC, 2.785; *P* = 1.25E-161), fibronectin 1 (logFC, 2.860; *P* = 5.95E-111), and collagen 1α1 (logFC, 1.002; *P* = 2,04E-19). (*F*) RNA sequencing of HSCs treated with TGF-β for 48 hours confirmed the consistent up-regulation of EZH2 (*P = 4.50E-14 and FDR = 3,76E-13). (*G*) RNA sequencing results were confirmed by quantitative PCR (NS: *P* > .05; *P < .05). (*H* and *I*) Western blots and quantification graphs were consistent with previous results showing higher EZH2 expression after treatment with TGF-β (**P = .0048) vs PDGF-BB (**P = .006) at 48 hours. (*J*) RNA sequencing analysis performed in human liver samples with alcoholic hepatitis (n = 7) and controls (n = 5). IPA identified EZH2 as an important upstream regulator in alcoholic patients (activation z-score, 2.453; *P* value of overlap = 3.92E-10). Up-regulated genes consistent with activation of EZH2 are shown. (*K*) ChIP sequencing analysis confirmed a gain in H3K27me3 at the promoter of peroxisome proliferator-activated receptor γ (PPARγ) (*top panel*) and DKK1 (*bottom panel*) in this cohort (shown in red) as compared with controls (blue). The y-axis represents peak values of the histogram, and the x-axis shows the chromosomal location of the gene. Results from 3 independent experiments each performed in triplicate are shown. Paired *t* test. Data are expressed as means ± SEM. GAPDH, glyceraldehyde-3-phosphate dehydrogenase.

### EZH2 Inhibition Attenuates TGF-β–Dependent HSC Activation In Vitro

We next sought to examine whether EZH2 inhibition, either with pharmacologic or genetic approaches, would modulate HSC activation in vitro. First, we used an epigenetic compound, GSK-503, which specifically targets the catalytic subunit of EZH2.^15^, ^16^ Inhibition of EZH2 in cells treated with GSK-503 and TGF-β led to a significant decrease in fibronectin, α-SMA, and collagen 1α1, both at mRNA and protein levels (Figure 3*A* and *B*). Parallel to this effect, we confirmed a significant down-regulation of H3K27me3 measured by Western blot and immunofluorescence (Figure 3*C* and *D*).

**Figure 3:**
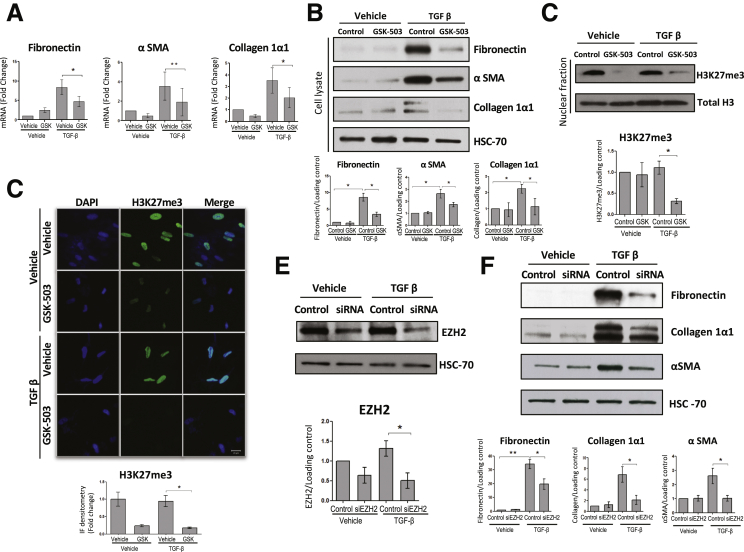
**EZH2 inhibition attenuates HSC activation.** Primary human HSCs were treated for 48h with GSK-503 and TGF-β (*A*) mRNA levels of fibronectin (*P* = .0407), αSMA (*P* = .0017) and collagen 1α1 (*P* = .0232) were significantly decreased after treatment with GSK-503 in those cells activated with TGF-β. (*B*) Western blots and quantification graphs of fibronectin (vehicle vs vehicle-TGF-β; *P* = .0252; vehicle-TGF-β vs GSK-503-TGF-β; *P* = .0206), αSMA (vehicle vs vehicle-TGF-β; *P* = .0466; vehicle-TGF-β vs GSK-503-TGF-β: *P* = .0452), and collagen 1α1 (vehicle vs vehicle-TGF-β; *P* = .0450; vehicle-TGF-β vs GSK-503-TGF-β; *P* = .0449) showing the same effect at the protein level. (*C*) H3K27me3 significantly decreased in HSCs treated with TGF-β and GSK-503 (*P* = .0486). (*D*) The effect of the drug in H3K27me3 was also demonstrated by immunofluorescence (*P* = .0268). (*E*) EZH2 expression was effectively reduced with EZH2 siRNA (*P* = .0494). (*F*) Western blots and quantification graphs showed a decrease in fibronectin (control-vehicle vs control-TGF-β: *P* = .0095; control-TGF-β vs siRNA-TGF-β; *P* = .0484), αSMA (*P* = .0455) and collagen 1α1 (*P* = .0171) with the EZH2 siRNA. Paired *t*-test. Data are expressed as means ± SEM. All *P* values represent at least 3 different experiments performed in triplicate. ∗*P* < .05; ∗∗*P* < .01. DAPI, 4′,6-diamidino-2-phenylindole.

To further show the effect of EZH2 inhibition in HSCs, we knocked down the gene using siRNA. Primary human HSCs were incubated with SignalSilence EZH2 siRNA I (Cell Signaling Technology, Danvers, MA) for 48 hours, and then treated with TGF-β or vehicle for another 48 hours. EZH2 knockdown was confirmed at the protein level (Figure 3*E*) and, consistent with our previous results, down-regulation of EZH2 with the siRNA significantly attenuated the TGF-β–induced increase in fibronectin, α-SMA, and collagen 1α1 (Figure 3*F*). These results suggest that EZH2 inhibition contributes to attenuate TGF-β–dependent HSC activation and production of ECM proteins.

### EZH2 Overexpression Promotes Production of ECM Proteins In Vitro

We next took an overexpression strategy to further investigate the effects of EZH2 in HSCs. We infected primary human HSCs with a plasmid encoding an overexpression mutant of EZH2 after 6 hours of serum starvation. As an experimental control, cells also were infected with an empty vector. After 48 hours, basal media was replaced and cells were treated with TGF-β for 48 hours. First, we confirmed the significant up-regulation of EZH2 at the mRNA level (Figure 4*A*), which led to a subsequent increase in fibronectin, α-SMA, and collagen 1α1 mRNA (Figure 4*B*). Finally, we confirmed that EZH2 adenoviral overexpression and the subsequent increase in H3K27me3 leads to a significant increase in fibronectin protein expression as well (Figure 4*C* and *D*).

**Figure 4:**
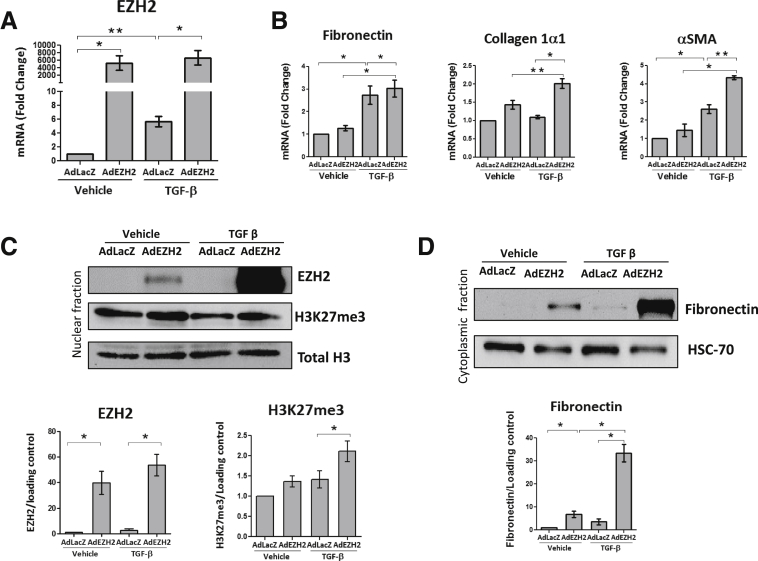
**EZH2 adenoviral overexpression promotes ECM protein production.** Primary human HSCs were infected with an adenovirus overexpressing EZH2 for 48 hours and then treated with TGF-β for another 48 hours. (*A*) Quantitative PCR confirmed the overexpression of EZH2 with the adenovirus (vehicle-AdLacZ vs vehicle-AdEZH2, *P* = .0294; vehicle-LacZ vs TGF-β-AdLacZ, *P* = .0072; and TGF-β-AdLacZ vs TGF-β-AdEZH2, *P* = .0406). (*B*) EZH2 overexpression significantly increased mRNA levels of fibronectin (vehicle-AdLacZ vs TGF-β-AdLacZ, *P* = .0494; vehicle-AdEZH2 vs TGF-β-AdEZH2, *P* = .0221; and TGF-β-AdLacZ vs TGF-β-AdEZH2, *P* = .0315), collagen 1α1 (vehicle-AdEZH2 vs TGF-β-AdEZH2, *P* = .0040; and TGF-β-AdLacZ vs TGF-β-AdEZH2, *P* = .0127), and α-SMA (vehicle-AdLacZ vs TGF-β-AdLacZ, *P* = .0188; vehicle-AdEZH2 vs TGF-β-AdEZH2, *P* = .0228; and TGF-β-AdLacZ vs TGF-β-AdEZH2, *P* = .0067). (*C*) EZH2 overexpression was confirmed at the protein level (vehicle-AdLacZ vs vehicle-AdEZH2, *P* = .0496; and TGF-β-AdLacZ vs TGF-β-AdEZH2, *P* = .0316) and paralleled the increase of H3K27me3 in cells treated with TGF-β (*P* = .0478) (*upper panel*: Western blot; *lower panel*: quantification graph). (*D*) Fibronectin protein expression increased as a result of the EZH2 adenovirus infection as shown by Western blot (*upper panel*) and the quantification graph (*lower panel*) (vehicle-AdLacZ vs vehicle-AdEZH2, *P* = .0493; vehicle-AdEZH2 vs TGF-β-AdEZH2, *P* = .0186; TGF-β-AdLacZ vs TGF-β-AdEZH2, *P* = .0264). Paired *t* test. Data are expressed as means ± SEM. All *P* values represent at least 3 different experiments performed in triplicate. ∗*P* < .05; ∗∗*P* < .01.

### EZH2 Inhibition Attenuates Liver Fibrosis in Mice Treated With CCL_4_ and BDL

Next, we assessed the effect of EZH2 inhibition in vivo. Wild-type (WT) mice were treated with olive oil or CCL_4_ and GSK-503 or vehicle for 4 weeks. GSK-503 was administered intraperitoneally (IP) 3 times a week (1.5 mg/mouse). Administration of GSK-503 to mice attenuated CCL_4_-induced fibrosis as assessed by Masson's Trichrome and Sirius red stains from paraffin-fixed liver tissues (Figure 5*A*). At the protein level, we found a significant up-regulation of EZH2 in all mice treated with CCL_4_ compared with those who received olive oil (Figure 5*B*). However, the H3K27me3 mark was attenuated significantly in response to GSK-503 administration as assessed by Western blot (Figure 5*B*). Collagen 1α1 and α-SMA protein expression paralleled the H3K27me3 reduction (Figure 5*B*). Hydroxyproline measurement from tissue lysates also showed a reduction in collagen deposition in CCL_4_ plus GSK-503 administered mice as compared with mice receiving CCL_4_ alone (Figure 5*C*).

**Figure 5:**
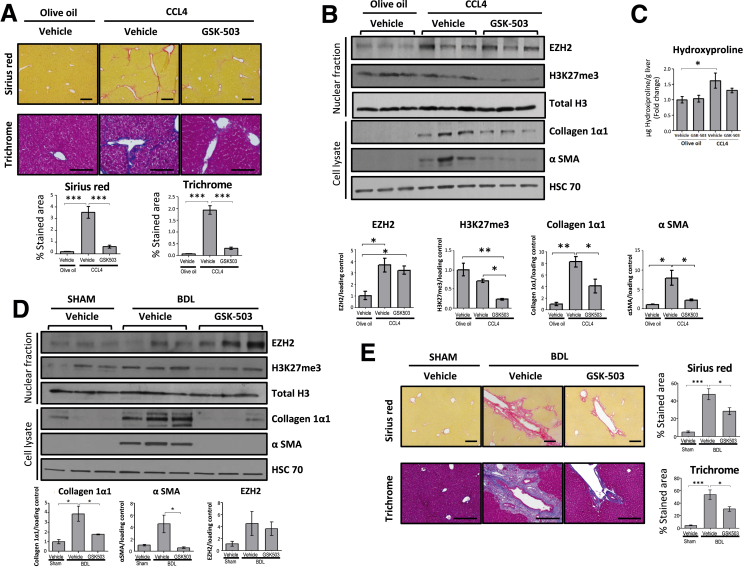
**EZH2 inhibition attenuates liver fibrosis in vivo.** C57/BL6 mice were treated with olive oil and either GSK-503 (n = 6) or vehicle (n = 6), and CCL_4_ and either GSK-503 (n = 6) or vehicle (n = 6) for 4 weeks. (*A*) Paraffin liver sections of mice treated with CCL_4_ or olive oil and GSK-503 or vehicle. CCL_4_-induced liver injury was attenuated by GSK-503 in Sirius red (5x) and Masson's Trichrome (20x) stain. (*B*) Western blots and quantification graphs from mice treated with CCL_4_ and GSK-503 showed a significant decrease in H3K27me3 and, subsequently, a significant decrease in collagen 1α1 and α-SMA. EZH2 increased significantly in mice treated with CCL_4_. (*C*) Collagen deposition measured by hydroxyproline assay was consistent with previous results. (*D*) C57/BL6 mice were subjected to BDL and treated with GSK-503 (n = 5) or vehicle (n = 6), or underwent sham intervention and received GSK-503 (n = 6) or vehicle (n = 6). Mice that were treated with GSK-503 showed a significant decrease in collagen 1α1 and α-SMA. EZH2 showed a nonsignificant increase in BDL group vs sham. (*E*) Paraffin-embedded liver sections were stained with Sirius red (5x) and Masson's Trichrome (10x). Data are expressed as means ± SEM. All statistical calculations were performed with analysis of variance and the Bonferroni comparison post-test. ∗∗∗*P* < .0001; ∗∗*P* < .005; ∗*P* < .05.

To corroborate the in vivo effect of EZH2 inhibition in an alternative model of liver fibrosis, we performed BDL in WT mice. Seven days after surgery, GSK-503 was administered IP every 48 hours (1.5 mg/mouse) and, finally, mice were killed 15 days after the intervention. Similar to the experiment with CCL_4_, mice subjected to BDL but treated with GSK-503 showed decreased collagen and α-SMA protein expression (Figure 5*D*). Sirius red and Masson's Trichrome stains also showed decreased ductal proliferation (Figure 5*E*). These in vivo results indicate that EZH2 inhibition attenuates murine liver fibrosis.

## Discussion

Delineation of redundant and distinct signaling downstream of canonical TGF-β and PDGF pathways is important for HSC biology and potential therapeutic interventions. In this study, we identify a new role of the HMT EZH2 in hepatic fibrosis through preferential induction by TGF-β as compared with PDGF-dependent pathways. We show that EZH2 inhibition attenuates HSC activation and fibrosis in vivo, and, conversely, EZH2 overexpression promotes ECM protein deposition. This is of particular interest given the number of EZH2 pharmacologic inhibitors that are under drug development and clinical evaluation, particularly in the neoplasia space.^17^, ^18^, ^19^, ^20^

TGF-β and PDGF are critically involved in HSC transdifferentiation. TGF-β is canonically the more notable profibrotic stimulus,^4^ whereas PDGF is more prominent for its mitogenic and motogenic effects on HSCs.^5^ The comparison analysis between HSCs treated either with TGF-β or PDGF showed a predominantly profibrotic role of TGF-β in HSC activation along with overlapping regulation of multiple genes with PDGF. Interestingly, the analysis also showed that this effect may be related to the fact that TGF-β stimulation also activates other growth factors involved in HSC activation, including PDGFA and B, CTGF, VEGFA, and fibroblast growth factor 2. Therefore, TGF-β plays a key role in HSC activation, and epigenetic modifications may contribute to this process. Some studies have explored the epigenetic regulation of TGF-β signaling in other biological contexts; it has been shown that DNA methylation,^21^, ^22^ microRNAs,^23^ and histone modifications^24^ regulate gene expression of key effectors of the pathway; however, evidence in liver fibrosis is scarcer.^25^ Therefore, the specific contribution of epigenetics on TGF-β-induced HSC activation was the focus of our current investigation.

There is a growing interest in epigenetic drug development for investigational and therapeutic purposes.^26^, ^27^ Given the emergence of the oncogene EZH2 from our RNA sequencing data set, we focused on the role of this HMT in TGF-β–induced HSC activation and liver fibrosis in vivo. Some prior studies also have addressed histone modifications and liver fibrosis including EZH2. For example, it has been reported that the histone methyltransferase inhibitor, 3-deazaneplanocin A, may halt the progression of liver fibrosis in mice treated with CCL_4_.^28^ However, 3-deazaneplanocin, although initially considered a selective EHZ2 inhibitor, showed poor specificity because it altered multiple histone methylation marks. Here, we show the specific role of EZH2 by means of a targeted knockdown with a siRNA. Mann et al^11^ also uncovered an interesting link between methyl CpG binding protein 2, miR132, and EZH2. They showed that EZH2 may contribute to peroxisome proliferator-activated receptor γ transcriptional silencing in a relay pathway along with methyl CpG binding protein 2 and microRNA132. It also has been reported that EZH2-mediated repression of Dkk-1 may promote activation of the Wnt/β-catenin pathway,^29^ which has been shown to contribute to HSC transdifferentiation.^30^ Our results consistently confirm the profibrotic role of EZH2 in vitro and in vivo, corroborating its potential as a target for antifibrotic therapy.

Several possible mechanisms may explain the profibrotic effect of EZH2. In addition to the previously mentioned role as a repressor of important negative regulators of liver fibrosis,^11^, ^29^ Xiao et al^12^ showed that inhibition of EZH2 also may reduce TGF-β–induced differentiation of human lung fibroblasts into myofibroblasts, preventing Smad2/3 nuclear translocation. On the other hand, it also has been shown that EZH2 mediates the development of renal fibrosis by down-regulating the expression of Smad7, a negative regulator of the TGF-β signaling pathway.^13^ Finally, in the liver, EZH2 also contributes to other processes implicated in fibrogenesis such as proliferation and epithelial-to-mesenchymal transition.^31^, ^32^ Therefore, it is conceivable that EZH2 promotes liver fibrosis by targeting different pathways, and in coordination with other epigenetic marks. Because of the predominant nuclear localization of EZH2, and the small percentage of HSCs in liver tissues, specific EZH2 staining of activated HSCs in human samples has been difficult, however, increased global expression of EZH2 has been shown in mice treated with CCL_4_ vs controls,^24^ and in patients with liver failure and liver cancer as compared with healthy controls.^33^, ^34^

EZH2 is well known for its role in H3K27me3, leading to chromatin compaction and gene silencing. However, chromatin-independent functions also have been shown. EZH2 may drive methylation of nonhistone proteins such as transcription factors involved in cell adhesion and migration,^35^ actin polymerization,^36^ or T-cell development,^37^ among others.^38^, ^39^ It is conceivable that these noncanonical roles of EZH2 also could contribute to the effects we observed.

Finally, multiple evidences have shown that EZH2 is highly expressed and plays a key role in several types of cancer.^9^, ^40^, ^41^, ^42^ It has been identified as one of the most deregulated epigenetic modulators in hepatocellular carcinoma (HCC),^10^, ^43^ promoting hepatocarcinogenesis through different mechanisms. Specifically, EZH2 contributes to liver cancer through modulation of different tumor-suppressor microRNAs,^44^, ^45^ long noncoding RNAs,^46^ or regulating the cell cycle,^47^ among other processes. It also has been shown that EZH2 gene expression levels in HCC specimens may have prognostic implications.^34^, ^47^, ^48^ Recently, some evidence has suggested that EZH2 inhibition contributes to HCC immune-mediated eradication by natural killer cells.^49^ Thus, EZH2 could represent a potential link between fibrosis and the ensuing HCC that frequently occurs in the fibrotic liver.

In summary, in this study, we present evidence that supports the role for the HMT EZH2 in promoting TGF-β– but not PDGF-dependent fibrogenic pathways. In addition, we show that EZH2 inhibition attenuates HSC activation in vitro and liver fibrosis in vivo. Consequently, EZH2 modulation may be a promising epigenetic target for liver fibrosis.

### Materials and Methods

#### Cell culture

Primary human HSCs (5300; ScienCell Research Laboratories, Carlsbad, CA) were grown in Dulbecco's modified Eagle medium (11965092; Life Technologies, Carlsbad, CA) containing 10% fetal bovine serum (FBS) (F4135; Sigma-Aldrich, St. Louis, MO) and 1% penicillin/streptomycin (15140122; Life Technologies). Cells were treated with GSK-503 (ApexBio, Houston, TX) (10 mmol/L) and/or TGF-β (240-B; R&D Systems, Minneapolis, MN) (10 ng/mL) and/or PDGF-BB (P3201; Sigma-Aldrich) (10 ng/mL) for 48 hours. All cell lines were maintained under standard tissue culture conditions (37°C, 5% CO_2_ incubator).

#### RNA sequencing

RNA sequencing and bioinformatics analyses were conducted in collaboration with the Mayo Medical Genomics Facility. The quality of the RNA was assessed by the Mayo Gene Expression Core using Agilent Bioanalyzers. RNA sequencing was performed as paired-end base reads on an Illumina HiSeq 2000 with 3 samples per lane, using the TruSeq SBS Sequencing Kit, version 3. Base calling was performed using Illumina’s (San Diego, CA) RTA version 1.12.4.2. Bioinformatics were performed with the assistance of the Mayo Division of Biostatistics and Informatics. Analysis of each sample (alignment statistics, in-depth quality-control metrics, and gene and exon expression levels) was performed using Mayo Clinic’s MAPRSeq (Rochester, MN) v1.2. Reads were mapped using Tophat (Baltimore, MD) version 2.0.6 against the hg19 reference genome, and gene counts were produced using high-throughput sequencing. Differential expression analyses between samples were computed using an edgeR version 3.3.8 algorithm. A whole-genome heat map was created with the Heatmapper web server as described elsewhere.^50^

#### ChIP sequencing

Liver tissue was collected from patients with alcoholic hepatitis undergoing early liver transplantation (n = 7), and from nondiseased livers (n = 5).^14^ ChIP sequencing was performed for H3K27me3 and data were processed using Mayo Clinic bioinformatics pipelines. Regions showing differential occupancy by individual histone marks were identified and assigned to promoters.

#### Quantitative reverse-transcription polymerase chain reaction

The RNeasy kit (Qiagen) was used to extract total RNA from cells (and mouse tissue) according to the manufacturer’s instructions. RNA was reverse-transcribed using the SuperScript III System (Invitrogen, Carlsbad, CA), and TaqMan-based real-time reverse-transcription polymerase chain reaction (PCR) was performed according to the manufacturer’s instructions (Applied Biosystems, Foster City, CA). Amplification of glyceraldehyde-3-phosphate dehydrogenase (or β-actin) was performed in the same reaction for the respective samples as an internal control. Each experiment was performed at least in triplicate. Real-time PCR conditions were as follows: 95ºC for 5 minutes, then 40 cycles of 95ºC for 15 seconds, 60ºC for 30 seconds, 72ºC for 30 seconds, and a final extension at 72ºC for 30 seconds. Mice and human primer sequences are listed in Table 2.

**Table 2:** Mice and Human Primer Sequences

h EZH2	Forward	5′-CCCTGACCTCTGTCTTACTTGTGGA-3′
	Reverse	3′-ACGTCAGATGGTGCCAGAAATA-3′
h Fibronectin	Forward	5’-GATAAATCAACAGTGGGAGC-3’
	Reverse	5’-CCCAGATCATGGAGTCTTTA-3’
h α-SMA	Forward	5’-GACAGCTACGTGGGTGACGAA-3’
	Reverse	5’-TTTTCCATGTCGTCCCAGTTG-3’
h Collagen 1α1	Forward	5’-CCCGGGTTTCAGAGACAACTTC-3’
	Reverse	5’-TCCACATGCTTTATTCCAGACATC-3’
h GAPDH	Forward	5’-CCAGGGCTGCTTTTAACTCT-3’
	Reverse	5’-GGACTCCACGACGTACTCA-3’
m β-actin	Forward	5’-AGAGGGAAATCGTGCGTGAC-3’
	Reverse	5’-CAATAGTGATGACCTGGCCGT-3’
m Collagen 1α1	Forward	5’-GAGCGGAGAGTACTGGATCG-3’
	Reverse	5’-GCTTCTTTTCCTTGGGGTTC-3’
m EZH2	Forward	5’-TCCCGTTAAAGACCCTGAATG-3’
	Reverse	5’-TGAAAGTGCCATCCTGATCC-3’
m Fibronectin	Forward	5’-GTGGCTGCCTTCAACTTCTC-3’
	Reverse	5’-GTGGGTTGCAAACCTTCAAT-3’
m α-SMA	Forward	5’-AAACAGGAATACGACGAAG-3’
	Reverse	5’-CAGGAATGATTTGGAAAGGA-3’
m EZH2	Forward	5’-TCCCGTTAAAGACCCTGAATG-3’
	Reverse	5’-TGAAAGTGCCATCCTGATCC-3’

GAPDH, glyceraldehyde-3-phosphate dehydrogenase; h, human; m, mouse.

#### Western blot analysis

HSCs or liver tissues were lysed and prepared for Western blot analysis as described previously.^51^ Immunoblot analysis was performed according to the protocol recommended for individual antibodies as listed in Table 3. Immunoreactive bands were visualized using horseradish-peroxidase–conjugated secondary antibody and an enhanced chemiluminescent system (sc-2048, Immuno Cruz; Santa Cruz Biotechnology, Inc, Dallas, TX; or WBLUR0100, Luminata Crescendo, Millipore Sigma, Burlington, MA). For some experiments, the protein nuclear fraction was isolated and lysates then were sonicated for 15 seconds (amplitude, 5%).

**Table 3:** Antibodies Used in Western Blot Analysis

Primary antibody	Company and product number
EZH2	Cell Signaling 5246
H3K27me3	Abcam Ab6147
GAPDH	Invitrogen AM4300
Fibronectin	Santa Cruz sc-9068
HSC 70	Santa Cruz sc-7298
Collagen 1	Southern Biotech (Birmingham, AL) 1310-01
α-SMA	Abcam ab5694
Histone 3	Abcam ab1791

GAPDH, glyceraldehyde-3-phosphate dehydrogenase.

#### Cell immunofluorescence

HSCs were plated at 80% confluence on 8-well chamber slides (177402; Lab-Tek, Sigma-Aldrich) precoated with collagen (C4243; Sigma-Aldrich). After 24 hours of culture, cells were washed with 1× phosphate-buffered saline and incubated with GSK-503 (ApexBio) (10 mmol/L) and/or TGF-β (240-B; R&D Systems) (10 ng/mL) for 48 hours. Cells then were fixed in 4% paraformaldehyde and nonspecific sites were blocked with 10% FBS. Cells then were incubated overnight at 4ºC in primary antibody to detect H3K27me3 (1:200) (ab6147; Abcam, Cambridge, United Kingdom) diluted in 1% bovine serum albumin. After washing, cells were incubated in fluorochrome-coupled secondary antibody diluted in 1× phosphate-buffered saline for 1 hour at room temperature. All secondary antibodies were provided by Life Technologies and used at 1:200.

#### RNA interference knockdown

After overnight starvation, human HSCs were transfected with 100 nmol/L of siRNA (SignalSilence Ezh2 siRNA I 6509; Cell Signaling Technology) using Oligofectamine (12252011; Invitrogen) according to the manufacturer’s instructions. Forty-eight hours later, media was replaced and TGF-β (240-B; R&D Systems) (10 ng/mL) was added for 48 hours.

#### Adenoviral transfection

Epitope-tagged (6XHis-Xpress) EZH2α was generated as recombinant adenovirus by the Gene Transfer Vector Core at the University of Iowa. Empty vector (pacAD5 CMV) was used as the experimental control as described elsewhere.^52^ Primary human HSCs were infected with the adenovirus (8^10^ pfu/mL) after a 6-hour starvation. Forty-eight hours later, 1% FBS Dulbecco's modified Eagle medium was replaced and cells were treated with TGF-β (240-B; R&D Systems) (10 ng/mL) for another 48 hours.

### Liver Fibrosis In Vivo Models

#### CCL_4_ and GSK-503 treatment

WT C57/BL6 mice (age, 8 wk) were purchased from Envigo (Huntingdon, United Kingdom). We chose female mice because to their higher susceptibility to liver injury.^53^ CCL_4_ was injected IP twice a week at 4 μL/g/body (CCL_4_/olive oil, 1:3) for 4 weeks. GSK-503 also was administered IP 3 times a week (1.5 mg/mouse) alternating with CCL_4_ on different days. Twenty-four hours after the ﬁnal injection, mice were killed and livers were harvested. Fibrosis was analyzed by Sirius Red and Masson's Trichrome stains (parafﬁn-embedded tissues), hydroxyproline analysis, quantitative PCR, immunoblotting, and immunoﬂuorescence. All animal experiments followed protocols approved by the Mayo Clinic Institutional Animal Care and Use Committee.

#### BDL model

BDL was performed as previously described^54^ in WT 8-week-old female mice. Seven days after the surgery, the animals were injected IP with GSK-503 (1.5 mg/mouse) every 48 hours and killed 15 days later.

#### Hydroxyproline assay

Hepatic hydroxyproline levels were quantified using a colorimetric assay. Frozen liver tissues (50–100 mg) were hydrolyzed in 6 N hydrochloric acid at 100°C for 18 hours. Samples then were dried using a speed vacuum overnight. The precipitates were suspended in distillated water and transferred to 0.22-μm–filter centrifuge tubes. In duplicates, 5 μL of the filtered samples were incubated with 50 μL of chloramine-T and distillated water for 20 minutes. Then, 50 μL of Elrich–perchloric acid was added and incubated for 15 minutes at 65°C and 20 minutes at room temperature. The absorbance was read at 561 nm using a spectrophotometer, and the results were normalized by the weight of each sample.

### Statistical Analysis

Results are expressed as the means of 3 or more independent experiments. Analysis of variance with Bonferroni post-test, nonparametric 2-tailed *t* test (Mann–Whitney), or paired *t* test for cell culture experiments were used to assess the statistical significance between groups as appropriate with GraphPad Prism 5 software (GraphPad Software, Inc, La Jolla, CA). A *P* value less than .05 was considered statistically significant.

All authors had access to the study data and reviewed and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

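The data are RNA sequencing counts from primary human HSCs at 2 h (vehicle, TGF-β and PDGF-BB) and 48 h (vehicle and TGF-β), with 3 libraries in each group. The authors processed paired-end HiSeq reads with MAPRSeq and TopHat and deposited raw counts of reads per gene, 1 column per library, with no pooling and no normalization. The annotation and the strandedness of the counting are not stated. The 2 h table follows GRCh37 (hg19) and the 48 h table GRCh38. Of 54831 genes found in both tables, 83.6% have the same gene model length. All count columns were matched to a group, with 0 left over. The columns at 48 h carry replicate numbers and those at 2 h do not. Libraries of a group were checked for duplicates with a chi-square statistic per degree of freedom over genes, which was between 3.79 and 24.5, and no columns were identical.

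Counts were analyzed with edgeR 4.0.16 in R 4.3.3, using filterByExpr with a minimum count of 10 and a minimum total of 15, TMM scaling, robust dispersions and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are TMM-scaled. The 2 h groups shared a model, the 48 h groups had their own, and the interaction used 12 libraries and 20323 genes. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so the model across genes was used. List enrichment was tested with a one-sided Fisher's exact test on genes past both thresholds, against all genes tested. The named genes are the genes the paper names from its sequencing and 5 that it names elsewhere, the gene lists as sets, and, per comparison with vehicle, the 5 genes that rose most and the 5 that fell most among those with an adjusted p under 0.05, a mean log2 CPM of at least 2, a symbol that is not a clone name and libraries that did not overlap between the groups. In the same order, PDGF-BB raised XIRP1, PTGS2, NR4A3, MALL and HBEGF most and lowered FBXO32, PIM1, DDIT4, BMF and TXNIP most, and 48 h of TGF-β raised PLN, ACTC1, ZPLD1, KAL1 and IGF1 most and lowered CLDN11, SHISA3, KCNJ2, VCAM1 and CEMIP most. Exon overlaps come from the reference annotation. Among the genes that rose or fell most at 48 h, IGF1 shares 82.5% and ACTC1 15.7% of its exon sequence with a gene on the opposite strand. CLDN11 shares 15.8% with a gene on the same strand. Reads of those neighbours cannot be told apart from theirs here.

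The fit was tested on simulated data drawn from the means, library sizes and dispersions of these libraries with 200 genes changed by known folds. Between 97.0% and 98.5% of the 200 were found in the 5 comparisons, with 16 to 20 unchanged genes called of 19311 to 20056 genes tested, and 0 calls of the wrong sign. Of the 200, 130 or 131 had a fold of 4 or more. The share found therefore says little about changes as small as those of EZH2, and it is not given apart for genes with few counts. For TGF-β at 2 h and 48 h, DESeq2 1.42.0 and edgeR's exact test were run on the same simulations and each found 198 of the 200, with 18 and 27 unchanged genes called by DESeq2 and 30 and 36 by the exact test, against 19 and 20 by the main method. A simulated list of 80 genes that held many genes past the thresholds was found (Fisher's exact test, p = 4.22e-46) and a random list of 80 was not (p = 1). This checks the calculation only. It does not show how often a list of truly changed genes would be found.

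The lists of histone lysine methyltransferases, fibrosis and HSC activation, cell migration, TGF-β target genes, immediate early genes, cell cycle and PRC2 were written from general knowledge, and the lists of Table 1, Figure 1F, Figure 2A and Figure 2E and the other named genes come from the paper, which chose some of them on these libraries, so that their adjusted counts are not independent evidence. Another gene that the paper names is not reported here. The sets of the Ingenuity software were not used here. The alternatives tried were DESeq2, RLE scaling, library size alone, no filter on low counts, at least 10 counts in every library, edgeR's exact test, the compared groups only, a replicate block at 48 h, each library left out in turn, other thresholds, and camera and fry from limma 3.58.1. The protein, PCR, animal and patient measurements were not analysed here. Figures were drawn with matplotlib 3.10.9.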

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

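The tests in this part were chosen after the results they bear on had been seen.

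In the interaction of time and TGF-β, 8 genes were past the thresholds in opposite directions at 2 h and 48 h (CCL20, IL8, ELFN1, TSPAN12, LRRC4, NETO1, BMP2 and PREX1), all up at 2 h and down at 48 h, against 229 genes past the thresholds in the same direction at both times. The paper lists BMP2, ELFN1 and IL8 (as CXCL8) in Table 1 for 2 h and does not report the change of direction. Scaling argues little against the pattern, since the smallest count of such genes under 4 scalings was 7 (8 with RLE, 14 with library size alone). Differing gene models between the tables cannot explain the 5 genes whose model length is the same in both, whereas for the other 3 (CCL20, TSPAN12 and PREX1) this cannot be told apart from a change of direction. Low counts cannot explain the 1 gene with a mean log2 CPM of at least 2 at both times, IL8. Of the others, 1 lost an adjusted p under 0.05 with a library left out, ELFN1 at 48 h (highest adjusted p = 0.155). Low counts thus stay open for ELFN1. For the rest, the fold change threshold was not checked in those fits, and NETO1 (1.57) and TSPAN12 (1.66) lie near it at 2 h. A change in the response between an early and a late time is a biological hypothesis. It was not tested apart from the experiment, since each time point is its own experiment.

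PDGFB rose by 3.82 at 2 h and fell by 1.08 at 48 h, an interaction of -4.90 on the log2 scale (SE 0.34, adjusted p = 4.28e-10 from edgeR). Its fall at 48 h was at most -1.07 under 4 scalings. The counts are low, 67 to 108 with vehicle and 25 to 45 with TGF-β at 48 h, but with each library left out the adjusted p stayed at or below 0.039, which argues against low counts. An early response that is over by 48 h may be behind part of the interaction, which would be a hypothesis. Such a response would return PDGFB to the vehicle level, and so does not by itself account for the fall below vehicle at 48 h.

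TGFB2 fell by 0.19 at 2 h and rose by 1.03 at 48 h, an interaction of 1.22 (adjusted p = 1.10e-08). The fall at 2 h is close to its threshold, with a highest adjusted p of 0.0442 under 4 scalings, and it was lost in 4 of the 9 fits that each left out a library (highest adjusted p = 0.164). The rise at 48 h was kept throughout. TGFB2 shares 34.2% of its exon sequence with other genes, and reads of these genes cannot be told apart from its own, since 1371 of the 2072 shared bases belong to a gene on the same strand and the strandedness of the counting, which bears on the rest, is not stated. KMT2E fell by 0.31 at 2 h and rose by 0.21 at 48 h, an interaction of 0.52 (adjusted p = 0.000215). The value at 48 h stayed at 0.20 with DESeq2 and with RLE scaling (adjusted p of 0.0203 and 0.0231). With library size alone, which lowers all genes at 48 h by about as much as KMT2E, it was -0.0691 (adjusted p = 0.399). The rise of KMT2E is thus one relative to most other genes.

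Outside Figure 2A, 3 HMT or PRC2 genes were past both thresholds at 2 h, all with PDGF-BB: DOT1L rose by 1.60 (adjusted p = 2.52e-15), JARID2, a PRC2 partner, rose by 1.52 (adjusted p = 6.28e-07) and KMT5C fell by 1.96 (adjusted p = 1.75e-08). With TGF-β the changes were 0.28, -0.08 and -0.85. All 3 differed between the treatments in the direct comparison (-1.33, -1.61 and 1.11, adjusted p of 2.60e-14, 4.54e-07 and 0.000105). Scaling left the smallest of the 3 changes at 1.51, and JARID2 ranged from 1.41 to 1.62 over all settings, so that its place past 1.5 depends on the libraries used, though its adjusted p stayed at or below 0.000704. Low counts do not explain the 2 genes with a mean log2 CPM of at least 2, DOT1L and JARID2, and the adjusted p of KMT5C, the low one, was at most 6.38e-07. JARID2 shares 0 percent of its exon sequence with other genes. KMT5C shares 18.6% with a gene on the same strand, and DOT1L shares 11.3% with genes on the opposite strand while the strandedness of the counting is not stated, so that reads of those neighbours cannot be told apart from theirs. An effect of PDGF-BB on JARID2 that TGF-β lacks is a hypothesis for a closer look.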

How the results depend on the processing

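The alternative of a mean log2 CPM of at least 2 was chosen after the data had been examined, and the others were set before. The log2 fold changes of EZH2 against vehicle kept their direction and their side of the threshold under every alternative run, and at 2 h the enrichment of the fibrosis and migration lists kept a p under 0.05. The count of changed HMTs was between 18 and 25 with TGF-β and between 18 and 23 with PDGF-BB when a library was left out.

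The numbers of genes past the thresholds depend on the filter and on the thresholds. In the order TGF-β at 2 h, PDGF-BB at 2 h, TGF-β against PDGF-BB, TGF-β at 48 h, interaction, and genes changed by both treatments at 2 h, they were 709, 534, 599, 1620, 1448 and 243. With at least 10 counts in every library they were 408, 279, 321, 995, 821 and 122, since fewer genes were tested. At a log2 fold change beyond 1 they were 1338, 1166, 1181, 2786, 2494 and 504. At a linear fold change beyond 1.5 they were 2593, 2587, 2280, 4835, 4316 and 1204. With the threshold of 1.5 read as a natural log they were 343, 232, 260, 855, 777 and 117. With increases only, the direct comparison gave 353, TGF-β at 48 h 668 and the interaction 452. Over genes with a mean log2 CPM of at least 2, TGF-β changed 294, PDGF-BB 180, both 92, and the direct comparison gave 215.

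The correlation of the TGF-β and PDGF-BB effects was 0.506 with no filter on low counts and 0.539 as Spearman's rho, against 0.570, and from 0.533 to 0.607 across the 9 fits that each left out 1 library. For the fibrosis list at 48 h, camera gave a −log10 p of 0.0138 with a preset and 0.0051 with an estimated correlation, because it tests for a shift in a common direction and the list moved both ways. Library size alone, in place of TMM, moved the median of all genes at 48 h to -0.28 on the log2 scale. It changed the share of changed genes that were higher from 41.2% to 28.6% at 48 h and from 31.2% to 19.2% in the interaction. It also reversed the interaction of EZH2 to -0.16, and the small changes of ACTA2 (-0.0241) and FN1 (-0.00912) at 2 h and of SMAD2 (-0.24) at 48 h. These moved by about as much as the median of all genes, which this scaling moved from -0.0103 to -0.0628 at 2 h and from -0.0334 to -0.257 in the interaction. What moved the correlation without a filter and the values with a library left out was not tested.

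Leaving out each library in turn reversed only changes near 0. At 2 h, with TGF-β, EGF went from -0.23 to 0.14, COL1A1 from -0.0567 to 0.0171, ACTA2 from -0.0978 to 0.0965 and FN1 from -0.00656 to 0.078. At 48 h SMAD2 went from -0.0212 to 0.0872. A count over 107 results included these 5 and left out those of EZH2 and the lists. Of their 1639 values under the alternatives, 1583 were the same, 33 weaker, 2 stronger, 10 moved and 11 reversed. All 11 reversed values belong to the 5 results just named, and 17 results changed in any way.

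At 48 h the libraries carry replicate numbers, and a fit with the replicate as a block gave 1633 genes past the thresholds, an EZH2 log2 fold change of 0.68 and a −log10 p of 10.6 for the fibrosis list. The deviations of same-numbered libraries had correlations of -0.0641, 0.334 and -0.156, within the range of differently numbered pairs (-0.337 to 0.341). With 3 libraries per group, these values cannot exclude a shared replicate effect at 48 h. No paired analysis was run at 2 h or for the interaction. The 2 h columns carry library numbers in a repeating order of vehicle, PDGF-BB and TGF-β, but no replicate numbers. Whether that order marks replicates is not stated. The number of genes with counts fell along it in each group, so that a shared replicate effect at 2 h is not excluded.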

Differences from the paper's values

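The paper gives 112 genes changed by both treatments at 2 h, against 243 here. Of the alternatives set before the data were examined, at least 10 counts in every library gave 122 and the threshold read as a natural log gave 117, both within 1.5 times the paper's number. The genes are not the same, however. Of the 108 genes of Table 1 tested, 51 were past the natural log threshold with both treatments, which therefore does not give the paper's list, and the 122 hold 97 of the 108, since 11 have under 10 counts in a library. The others gave 191 to 1204, the lowest of them with the compared groups only. A mean log2 CPM of at least 2, chosen after seeing the values, gave 92. For genes changed by TGF-β and not PDGF-BB, Figure 1C shows about 290, read by eye, against 466 here, with 286 at 10 counts in every library, 368 with increases only and 226 with the natural log, while the other alternatives set before did not close the gap. The filter chosen after seeing the values gave 202, which is also within 1.5 times. For PDGF-BB and not TGF-β, Figure 1C shows about 150, against 291 here, with 157 at 10 counts in every library and 115 with the natural log. Increases only closed it as well, and none of the others did, including the filter chosen after seeing the values (88).

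For VEGFA with TGF-β at 2 h the paper's log2 fold change is 1.1836, against 1.85 here. None of the alternatives set before the data were examined closed the gap, their values being between 1.74 and 1.97. The paper's other 4 log2 fold changes in the same sentence differed from those here by less than the spread between replicates. For VEGFA with PDGF-BB the value here was 1.07, close to the paper's. Among these values the gap is thus confined to VEGFA with TGF-β, and an error in the printed value is not excluded.

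The p-values of EZH2 differ as well. With TGF-β at 2 h the paper's p is 8.25E-11 and its FDR 6.95E-10, against 5.68e-07 and 5.95e-06 from edgeR's quasi-likelihood test here. None of the alternatives set before closed either gap, with p between 1.17e-11 (edgeR's exact test) and 1.28e-05. The paper's p lies within that range. With PDGF-BB the paper's p is 2.76E-04 and its FDR 9.90E-4, against 0.000552 and 0.00248. Library size alone (0.000407) and no filter on low counts (0.000254) closed the gap in p and none of the alternatives closed that in FDR, which was between 0.000572 and 0.0127. At 48 h the paper's text gives p = 3.89E-09 and an FDR of 7.86E-08, against 5.55e-06 and 3.82e-05. DESeq2 closed the gap in p (5.42e-09), and no alternative closed that in FDR, which was between 5.49e-09 and 0.00498. For the same comparison the paper gives p = 4.50E-14 in the legend of Figure 2F, which none of the alternatives in edgeR or DESeq2 reached, the lowest being 8.47e-10.

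For ACTA2 at 48 h the paper's p is 1.25E-161, against 4.46e-15 here, and for FN1 it is 5.95E-111, against 9.17e-13. None of the alternatives closed these gaps, with p between 8.80e-224 and 1.08e-12 for ACTA2 and between 3.97e-202 and 1.50e-10 for FN1. The paper's p lies within this range for both genes, so that a p of this size depends strongly on how the data were tested. The log2 fold changes of both genes differed from the paper's by less than the spread between replicates.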

Other observations

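Of the tests in this part, those of gene length and of the 10 most counted genes were set before their results were seen. All others, including the splits of the libraries and the simulations with shared vehicle libraries, were written down only after their results had been seen.

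Other splits of the libraries into groups of the same size gave fewer changed genes. For TGF-β at 2 h, PDGF-BB at 2 h, TGF-β against PDGF-BB and TGF-β at 48 h, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes past the thresholds. The counts of changed HMTs with TGF-β and PDGF-BB, the enrichment of the fibrosis list in all 3 comparisons with vehicle and that of the migration list at 2 h were also reached by 1 of the 10 splits. This tests nothing about the lists, since no gene changed in the other splits of these comparisons and their list values were therefore 0. Over the 4 comparisons, the other splits gave at most 1 gene past the thresholds, though with 10 splits the share itself cannot go below 0.1. For the 243 genes changed by both, 3 of 100 drawn splits of the 9 libraries gave as many, the real one included. The other 2 had no vehicle library in the group called vehicle. For r, 48 of the 100 gave a value as large, since libraries that share a reference group raise it, so that r by itself does not separate these groups from other groupings. For the interaction, 8 of 100 drawn splits out of 200 gave as many genes as the 1448. All 8 kept the 48 h groups together, 4 of them with the labels exchanged, and so hold the 48 h effect themselves, while the splits that broke up the 48 h groups gave at most 332 genes.

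The vehicle libraries shared by both treatments account for part of the correlation. Simulated unchanged groups had an r of at most 0.538, against 0.570. They shared at most 1 gene, against 243, but had at most 3 genes past the thresholds in either comparison. Noise in the shared libraries alone thus did not produce the overlap. How far it adds to the overlap among genes with real changes cannot be told from these simulations.

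The 135 shared genes outside Table 1 are consistent with low expression keeping them out of the table, since their median log2 CPM was -1.15, and 10.4% of them had a mean log2 CPM of at least 2, against 72.2% of the genes of Table 1. A clone name was carried by 31.9% of them, so that unnamed genes account for the smaller part. With 14 exceptions of mean log2 CPM of at least 2, of which TXNIP, COMP and SRXN1 carry no clone name, low counts may explain their absence; the paper states no filter on counts.

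EZH2 is expressed more in cycling cells, which makes more cells in cycle a candidate explanation for its rise. At 2 h this is argued against by 32 of 38 cell cycle genes whose log2 fold change lies more than 2 SE below that of EZH2; 7 rose and 6 fell, and their median was -0.02. With PDGF-BB 6 rose and 6 fell, with a median of -0.05. At 48 h, 31 of 40 rose and 2 fell at an adjusted p under 0.05, with a median of 0.48, and 21 of the 40 lay more than 2 SE below EZH2. The median was 0.20 with library size alone, where the median of all genes was -0.28. The 0.48 was higher than in all 10000 random lists of the same size matched on expression. More cells in cycle thus stays open as a contribution to the rise at 48 h.

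More genes fell than rose past the thresholds at 48 h, although at an adjusted p under 0.05 alone 4499 rose and 4416 fell. Scaling does not turn this around, with at most 41.5% rising under 4 scalings, nor does gene length, with at most 44.4% rising in any tercile of length and a Spearman correlation of 0.0064 between length and log2 fold change. With the 10 most counted genes left out of the library sizes, 33.6% rose and the median of all genes was -0.16. The values to set beside these are those of library size alone, 28.6% and -0.28. Leaving the 10 genes out thus raised the share, but more genes still fell than rose. PPARG fell by 0.43 with TGF-β and rose by 1.11 with PDGF-BB at 2 h, and its change with TGF-β was at most -0.43 under 4 scalings. For VEGFA with TGF-β, the lowest log2 fold change with a library left out was 1.74, so that no single library explains its distance from the paper's value.

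The remaining lists went as follows. The migration list had 22 of 94 members past the thresholds at 48 h, and the TGF-β targets had a median of 1.70 at 48 h. Immediate early genes had a median of 0.17 at 48 h. Of 12 PRC2 genes, 2 rose and 2 fell with PDGF-BB, and 4 rose and 2 fell after 48 h of TGF-β. Of the 13 HMTs of Figure 2A, 4 rose and 3 fell at 48 h. Of 9 growth factors of Figure 1F tested at 48 h, 8 rose and 1 fell, EGF by 3.73 upward. Table 1 had 46 of 104 members past the thresholds at 48 h, 34 higher and 12 lower. Of the other genes the paper names, SMAD7 rose by 2.53 and SMAD3 fell by 0.97 at 2 h, and by 1.65 and 3.07 at 48 h.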
